A study of Mus musculus with 11 samples.

How the data were processed

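Droplet-based 3′ single-cell RNA sequencing (10x Genomics) of dissociated mouse lung was analysed in 11 libraries. Per the labels, these were 1 WT library, 3 p21Het libraries, 5 p21mTert libraries and 2 p21mTertCD libraries. Libraries are named by group and replicate number, as in p21mTert_1. Per the labels' protocols, reads were mapped to mm10 and counted with Cell Ranger. The version given there differs from that in the file headers, so no version is stated here. The deposited matrices hold raw UMI counts (unique molecular identifiers) per gene and cell barcode for 31053 genes in every library. The smallest barcode total was no lower than 500 UMIs. The deposited counts carry neither the cell filters nor the scran normalization that the labels' protocols describe, and these filters were therefore applied here.

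Barcodes with 1000 to 30000 UMIs and at most 14% mitochondrial UMIs passed the filter, per the thresholds in the labels' protocols. Doublet scores came from Scrublet as run in scanpy 1.11.5 (Python 3.11.15). Its own thresholds marked 0.756% to 3.87% of scored cells. After this was seen, the highest-scoring cells of each library were marked instead up to a rate of 0.8% per 1000 barcodes, which came to 4.56% to 8.42%, and these cells were left out. Kept cells were scaled to 10000 UMIs, log-transformed and reduced to 2000 variable genes and 40 principal components, without Cdkn1a, Tert and the sex genes. A shared-neighbour graph (20 neighbours, at least 3 shared) was clustered with leidenalg 0.10.2 at resolution 2, without batch correction. A cluster of at least 10 cells took the name of the class with the most markers among its 10 genes of highest fold change, with at least 3 needed and ties left unnamed. The fold change was against all other cells with a pseudocount of 0.05, over genes detected in at least 25% of the cluster. The endings "-like" mark that names rest on RNA markers alone. Of 67 clusters, 7 with 2715 cells stayed unnamed, and 26 named classes remained. Total UMIs were 42038434 in WT, 50486510, 85988955 and 61079135 in p21Het, 47078851, 77644839, 66779228, 69574020 and 51602218 in p21mTert, and 76103978 and 66147926 in p21mTertCD, in order of replicate. Kept cells held 33644552 to 60925676 UMIs per library, among them 23 to 164 of Tert, so that Tert levels carry a wide counting error. The median mitochondrial share was 6.34% to 6.60% in the first deposit and 2.82% to 4.30% in the later one. Scikit-learn 1.9.0, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were also used.

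The replicate is the library. WT has 1 library, entered no test and is given as a value with exact (Clopper-Pearson) 95% confidence intervals, which cover counting error only. The 3 contrasts were p21mTert minus p21Het, p21mTert minus p21mTertCD, and p21mTertCD minus p21Het. Shares of cells, and Cdkn1a and Tert as log2(CPM + 1) of the UMIs summed over all kept cells (CPM is counts per 1000000 UMIs), were tested with 2-sided exact permutation tests of the difference of group means. The smallest p these designs can give is 0.0179 for 5 against 3 libraries, 0.0476 for 5 against 2, and 0.1 for 2 against 3, so the last cannot reach 0.05. Benjamini-Hochberg adjustment ran over the 18 share tests and over the 6 tests of Cdkn1a and Tert.

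Within 5 focus classes (gCap-like, aCap-like, AT2-like, alveolar macrophage-like and fibroblast-like), UMIs were summed per library over the class's cells, with libraries of under 20 cells left out (p21Het_3 in aCap-like cells). The sums rested on 182 to 596 cells per library in gCap-like, 34 to 140 in aCap-like, 145 to 666 in AT2-like, 137 to 592 in alveolar macrophage-like and 68 to 298 in fibroblast-like cells. The sums were fitted with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, quasi-likelihood test) over the 10 replicated libraries with a term for group, and genes with an adjusted p under 0.05 are called. The test was checked on simulated data with 200 changed genes per contrast. For 3 lists of genes (p53 targets, senescence-associated factors, proliferation), the camera test of limma 3.58.1 with its preset correlation of 0.01 was run in gCap-like, aCap-like and AT2-like cells for both p21mTert contrasts, with 18 tests adjusted together. An endothelial list of 22 genes was examined in the capillary classes. Gene positions are from GENCODE M21 (GRCm38), which held 30934 of the 31053 deposited gene identifiers.

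Groups, tests, marker genes, lists, the alternatives listed below and the rule for naming genes were fixed before the data were examined. The rule names Cdkn1a and Tert always, and for each of the 15 counts of called genes up to 3 genes in each direction with the largest fold change. These genes needed a mean of at least 10 CPM in the higher group and library values that do not overlap between the groups. Sex was read from Xist and Y-linked genes: every library held 13 to 29 Xist UMIs and at least 3748 Ddx3y UMIs, so all animals were taken as male and a term for sex was not run. No pair of libraries within a group had counts alike enough to be a copy, with a chi-square per degree of freedom of at least 70.3.

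The alternatives were DESeq2 (1.42.0) size factors and its Wald test, no filter on low counts, only the groups compared, a term for the deposit, the later deposit alone, the replicate number as a block, leaving out each library, sex-linked genes left out, doublets kept, a looser cell filter (500 UMIs, 20% mitochondrial), resolution 1, and at least 50 cells per library. Shares were also tested among non-immune cells, as logits and with permutation within deposits. Expression in all cells was also taken with pseudocounts of 0.1 and 5, TMM scaling, no cell filter, or an equal weight for each class. Lists were also tested with fry and with an estimated correlation. Added after the data were seen were 4 alternatives: without cells that held at least 3 UMIs of 11 leukocyte genes, with an unnamed cluster of 678 cells that had gCap-like as its next class counted as gCap-like, and, for Cdkn1a and Tert in all cells, with permutation within deposits and without a CD4 T cell cluster found mainly in p21mTertCD_1. The WT library was left out of every test for want of replicates, and unnamed clusters were left out of the class comparisons.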

Results

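Single-cell transcriptomes of whole lung were compared between mice of 4 genotypes. Per the labels, p21Het mice are heterozygous for p21 (gene Cdkn1a), p21mTert mice carry an allele of p21 with mTert, the mouse telomerase reverse transcriptase gene (Tert), beside a normal allele, and p21mTertCD mice carry an mTertCD allele, which the labels do not spell out further. The series title names capillary loss and emphysema, and capillary (gCap-like and aCap-like), alveolar type 2 (AT2-like), alveolar macrophage-like and fibroblast-like cells were therefore examined. The files held 81983 barcodes, of which 69266 passed the filter and 65651 were kept after doublets were left out. Libraries held 42038434 to 85988955 UMIs, 694524094 in all, and the median kept cell had 4029 to 6261 UMIs. WT and the first replicates of p21Het and p21mTert came from an earlier deposit, and the other 8 libraries from a later one. Per the age labels mice were 18 months old, except p21Het_1 at 19 and p21mTert_1 at 20 months, so age and deposit cannot be separated for these animals. The sample titles give 18 months for them too, and this conflict was not resolved.

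The first comparison asked whether the engineered gene was transcribed. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) was at 137.7 ± 15 CPM (SD, n = 5) in p21mTert, 163 ± 28.0 (SD, n = 3) in p21Het, 144 ± 44.6 (SD, n = 2) in p21mTertCD and 154.9 in WT. None of the exact permutation tests reached 0.05. The log2 difference was -0.24 for p21mTert minus p21Het (exact permutation p = 0.143, adjusted 0.286), -0.03 for p21mTert minus p21mTertCD (p = 0.905, adjusted 0.905) and -0.21 for p21mTertCD minus p21Het (p = 0.6, adjusted 0.72). For Cdkn1a in all cells, p21mTert minus p21Het, an equal weight for each class moved the value most, to -0.08 (exact permutation p = 0.679). In the later deposit alone it was -0.34, with the smallest exact permutation p that 4 against 2 libraries can give, 0.0667, and permutation within deposits, added after seeing the data, gave p = 0.1 against a smallest possible 0.0333. Leaving out either p21mTertCD library moved the other 2 differences most: the value for Cdkn1a in all cells, p21mTert minus p21mTertCD, was 0.29 without p21mTertCD_1 and -0.35 without p21mTertCD_2, and the value for Cdkn1a in all cells, p21mTertCD minus p21Het, was -0.53 without p21mTertCD_1 and 0.11 without p21mTertCD_2.

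Tert (ENSMUSG00000021611, chromosome 13, 73626911 to 73649843) was at 2.54 ± 0.54 CPM (SD, n = 5) in p21mTert, 2.27 ± 0.49 (SD, n = 2) in p21mTertCD and 0.713 ± 0.19 (SD, n = 3) in p21Het. WT had 38 UMIs, or 1.13 CPM (exact 95% confidence interval 0.799 to 1.55). The p21mTert value was above p21Het by 1.04 on the log2 scale, and all 5 p21mTert libraries lay above all 3 p21Het libraries. The exact permutation p of 0.0179 is the smallest this design can give, and it became 0.107 when adjusted over 6 tests. The difference between p21mTert and p21mTertCD was 0.11 (exact permutation p = 0.524), and -0.04 without p21mTertCD_2. The p21mTertCD minus p21Het difference was 0.93, with the smallest exact permutation p that 2 against 3 libraries can give, 0.1. Of the alternatives for Tert in all cells, p21mTert minus p21Het, the pseudocount moved the value most, to 1.71 at 0.1 and 0.40 at 5. Within the later deposit alone it was 1.12 (exact permutation p = 0.0667). Permutation within deposits, added after seeing the data, gave p = 0.0333, the smallest it can give. The first deposit holds 1 library of each group and gives no test. There, p21mTert_1 had 2.10 CPM and p21Het_1 had 0.789 CPM. There were 1.59 to 2.14 Tert UMIs per 100 Cdkn1a UMIs in p21mTert libraries, 1.49 to 1.71 in p21mTertCD, 0.27 to 0.6 in p21Het and 0.729 in WT.

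**Figure D1:**
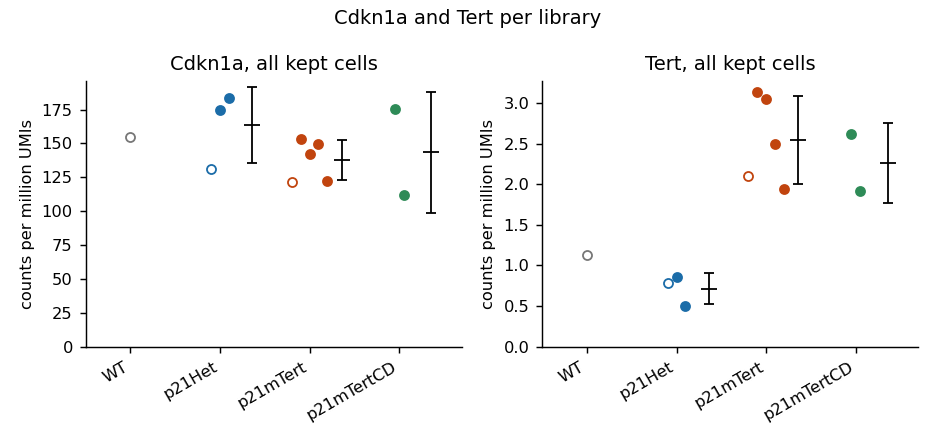
CPM of Cdkn1a and Tert (vertical axes) for each library, by group (horizontal axis); open points are libraries of the first deposit, and bars with error bars give the mean and SD. All p21mTert and p21mTertCD libraries lie between 1.92 and 3.14 CPM of Tert, above the p21Het libraries at 0.497 to 0.854 CPM.

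Within classes, Tert passed the count filter in gCap-like, AT2-like and alveolar macrophage-like cells. In gCap-like cells, the p21Het libraries held 2 Tert UMIs in all, the p21mTert libraries 91 and the p21mTertCD libraries 18. The edgeR log2 fold change of p21mTert over p21Het was 4.28 (SE 0.83), higher in 5 of 5 libraries than in any p21Het library. It was not called over all genes (adjusted p 0.202), and its p of 8.65e-05 became 0.000779 over the 9 Tert tests. Of the 23 alternatives for Tert in gCap-like cells, p21mTert minus p21Het, 2 called it over all genes: no filter on low counts (adjusted p 2.69e-08) and without p21mTert_1 (adjusted p 0.0479). Over the summed UMIs the p21mTert level was 23.9 times that of p21Het, with an exact 95% counting interval from 6.43 to 200. In alveolar macrophage-like cells the fold change was 3.46 (SE 0.84, adjusted p over the 9 tests 0.00493, over all genes 0.731), and in AT2-like cells it was 0.96 (SE 0.39, adjusted p over the 9 tests 0.0533, over all genes 0.827). The p21mTert libraries held 45 Tert UMIs in alveolar macrophage-like cells and the p21Het libraries 4, a level 10.8 times higher (exact 95% counting interval 3.95 to 41.4). All 4 lay in p21Het_2, so the fold change rests on that library: over the alternatives for Tert in alveolar macrophage-like cells, p21mTert minus p21Het, it ran from 2.96 to 6.62, the last without p21Het_2, where p21Het has 0 Tert UMIs and the value is no estimate of size. In AT2-like cells WT had 2.86 CPM of Tert (13 UMIs, exact 95% interval 1.53 to 4.90), against 2.45 ± 0.706 (SD, n = 5) in p21mTert and 1.20 ± 0.374 (SD, n = 3) in p21Het. Whether the classes differ in this effect was not tested. For p21mTertCD minus p21Het the edgeR log2 fold changes of Tert were 4.00 in gCap-like cells (SE 1.03, adjusted p over the 9 tests 0.00493, over all genes 0.267), 3.55 in alveolar macrophage-like cells (SE 0.90, 0.00528 and 1.00) and 0.79 in AT2-like cells (SE 0.52, 0.232 and 1.00). Over the alternatives, these p21mTertCD minus p21Het values ran from 3.62 to 4.50 in gCap-like, 3.18 to 6.71 in alveolar macrophage-like and 0.23 to 1.16 in AT2-like cells. For p21mTert minus p21mTertCD the 3 values were 0.27, -0.09 and 0.17, with adjusted p from 0.808 to 0.888 over the 9 tests. They changed sign when 1 library was left out: -0.08 in gCap-like cells without p21mTert_2, 0.07 in alveolar macrophage-like cells without p21mTert_1 (also above 0 without p21mTert_3, p21mTert_5 or p21mTertCD_2) and -0.21 in AT2-like cells without p21mTertCD_2.

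**Figure D2:**
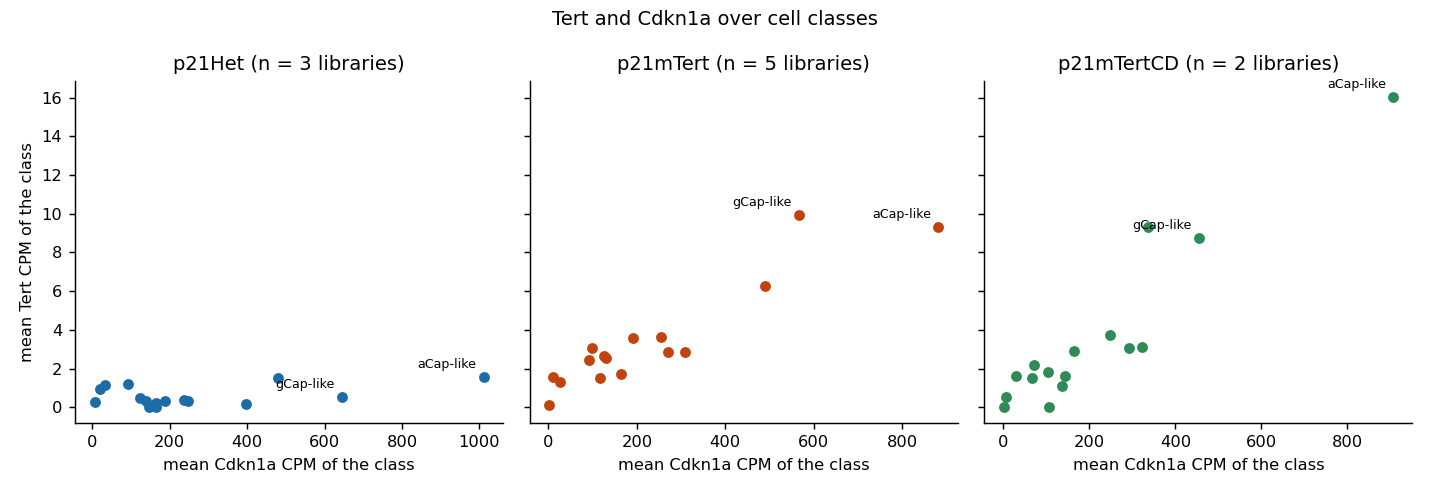
Mean Tert CPM (vertical axis) against mean Cdkn1a CPM (horizontal axis), with 1 point for each of 16 cell classes and a panel for each of p21Het, p21mTert and p21mTertCD. The gCap-like means of Tert are 0.513 CPM in p21Het, 9.91 in p21mTert and 8.74 in p21mTertCD.

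Cdkn1a itself was not called in any of the 15 edgeR tests within classes. Its smallest p was 0.067, in alveolar macrophage-like cells for p21mTert minus p21Het (log2 fold change -0.31, adjusted over the 15 tests 0.668). In gCap-like cells Cdkn1a was at 645 ± 327 CPM (SD, n = 3) in p21Het, 567 ± 114 (SD, n = 5) in p21mTert and 456 ± 42.1 (SD, n = 2) in p21mTertCD. The change of Cdkn1a within gCap-like cells, p21mTert minus p21Het, was -0.19 (SE 0.30), and ran from -0.59 without p21Het_1 to 0.14 without p21Het_2. In the later deposit alone it was -0.51 (edgeR, adjusted p 0.695), where the 4 p21mTert libraries at 489.8 to 735.6 CPM lay below both p21Het libraries at 822.5 and 843.8 CPM, while p21Het_1 of the first deposit had 267.8 CPM. When cells were thinned to 1000 UMIs each, 42.2% ± 18.4 (SD, n = 3) of p21Het, 39.1% ± 7.18 (SD, n = 5) of p21mTert and 28.1% ± 1.84 (SD, n = 2) of p21mTertCD gCap-like cells had a Cdkn1a UMI. Erythroid-like cells, taken as the background, had 0.463%, 0.217% and 0.2% at the same depth. Median depths before thinning were 3269, 3661 and 3674 UMIs in gCap-like cells and 3077, 4220 and 3107 in erythroid-like cells. Without thinning, the gCap-like shares were 70.7%, 71.5% and 64.9%.

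The second comparison asked whether capillary and other lung cells differed in number. Capillary gCap-like cells made up 6.63% ± 1.71 (SD, n = 5) of kept cells in p21mTert, 5.48% ± 2.16 (SD, n = 3) in p21Het and 4.26% ± 1.62 (SD, n = 2) in p21mTertCD. The WT share was 4.51% (exact interval 3.96% to 5.10%). The aCap-like share was 1.63% ± 0.53, 1.01% ± 0.69 and 0.713% ± 0.235 in the same groups, and 1.19% in WT (exact interval 0.912% to 1.52%). The AT2-like share was 6.45% ± 1.17, 6.02% ± 3.06 and 4.24% ± 0.55, and 5.27% in WT (4.68% to 5.91%). The alveolar macrophage-like share was 3.08% ± 0.91, 5.07% ± 2.22 and 6.35% ± 4.13, and 2.45% in WT (2.05% to 2.91%). The fibroblast-like share was 2.59% ± 1.43, 1.88% ± 0.61 and 2.88% ± 1.62, and 1.67% in WT (1.34% to 2.05%). Among endothelial cells, gCap-like cells made up 59.8% ± 1.61, 63.5% ± 3.68 and 61.6% ± 3.4.

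None of the 18 share differences reached an exact permutation p of 0.05. The smallest was 0.0952, for the AT2-like share in p21mTert minus p21mTertCD (2.20 percentage points), and every adjusted p was 0.514 or more. The gCap-like share differed by 1.14 points for p21mTert minus p21Het (p = 0.446, exact permutation) and by 2.36 for p21mTert minus p21mTertCD (p = 0.238, exact permutation). Of the alternatives for the gCap-like share of cells, p21mTert minus p21Het, counting among non-immune cells moved the difference most, to -0.821 points. These shares leave out an unnamed cluster of 678 cells with Epas1, Cxcl12 and Gpihbp1 among its top genes and a median depth of 0.28 times that of its libraries, which made up 0.0849% to 2.51% of a library (means 1.18% in p21mTert, 1.01% in p21Het and 0.675% in p21mTertCD). Counted as gCap-like, an alternative added after seeing the data, it gave a difference of 1.32 points (p = 0.536, exact permutation), and 2.87 points for the gCap-like share of cells, p21mTert minus p21mTertCD (p = 0.238, exact permutation). The aCap-like share of cells, p21mTert minus p21mTertCD, differed by 0.912 points (p = 0.143, exact permutation), by 1.07 points with doublets kept (p = 0.0476, exact permutation) and by 0.812 on the logit scale (p = 0.0476, exact permutation). The alveolar macrophage-like share of cells, p21mTert minus p21Het, differed by -1.99 points (p = 0.107, exact permutation) and by -2.96 without p21Het_3 (p = 0.0476, exact permutation). The gCap-like share of endothelial cells, p21mTert minus p21Het, differed by -3.68 points (p = 0.107, exact permutation) and by -5.78 without p21Het_1 (p = 0.0476, exact permutation). The 0.0476 is the smallest p that these comparisons can give.

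**Figure D3:**
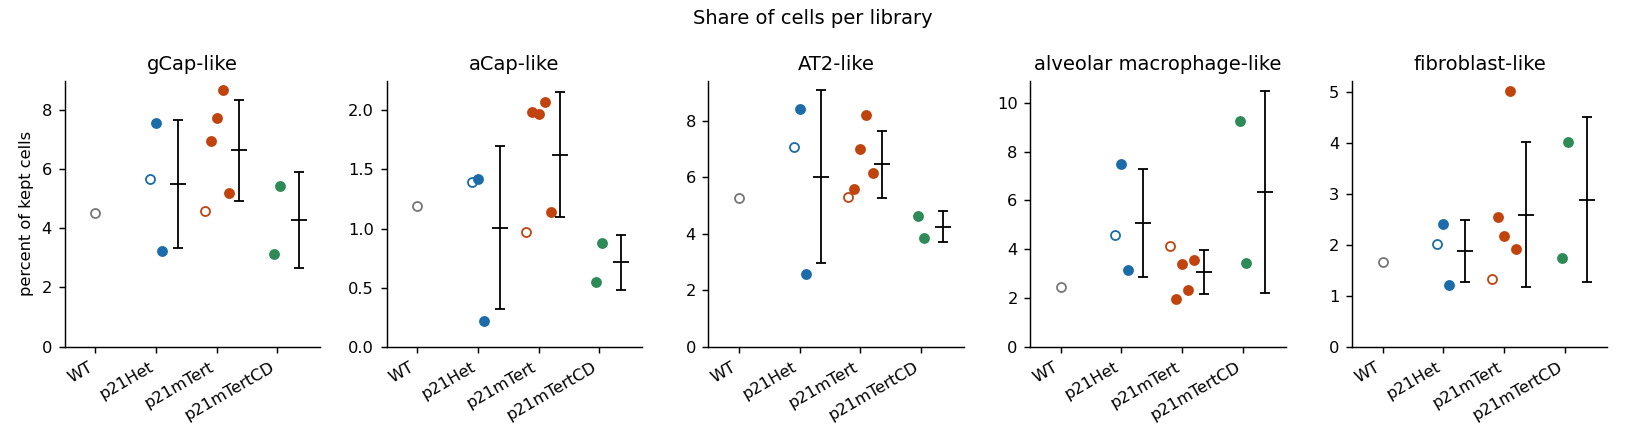
Percent of kept cells (vertical axis) in 5 classes for each library, by group (horizontal axis); open points are libraries of the first deposit, and bars with error bars give the mean and SD. The gCap-like share runs from 3.12% to 8.67% over libraries, and no class separates the groups in the exact tests.

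The third comparison asked which genes differed within classes. For p21mTert minus p21Het, edgeR called 2 of 9358 genes in gCap-like cells, 7 of 11306 in AT2-like cells, 1 of 10414 in alveolar macrophage-like cells and 1 of 9614 in fibroblast-like cells. It called 0 of 5847 in aCap-like cells, where 209 genes had an unadjusted p under 0.05 and DESeq2 also called 0. Without p21Het_1, aCap-like cells gave 20 called genes, with p21Het_2 then the only p21Het library in the fit, so this count lacks replicates on that side. They gave 2 without p21mTert_3 and 1 without either p21mTertCD library. The alternative that moved these counts most was no filter on low counts, with 162 called genes in fibroblast-like cells. The gCap-like count was 8 without p21Het_1, 4 without p21Het_2, and 1 without any of p21mTert_3, p21mTert_5, p21Het_3, p21mTertCD_1 or p21mTertCD_2. The AT2-like count was 3 without p21mTert_2 or p21Het_3, and 4 without p21mTert_3, p21mTert_4 or p21Het_1. The alveolar macrophage-like count was 0 without any of the 3 p21Het libraries or of p21mTert_1 to p21mTert_4, and 3 without either p21mTertCD library. The fibroblast-like count was 0 without p21mTert_1, p21mTert_3, p21mTert_5, p21Het_2 or p21Het_3, and 2 without either p21mTertCD library. With a term for the deposit the counts were 5 in gCap-like, 4 in aCap-like, 0 in alveolar macrophage-like and 2 in fibroblast-like cells.

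In gCap-like cells, Ifi208 (ENSMUSG00000066677, chromosome 1, 173673675 to 173698395) was lower in p21mTert, with 6.68 ± 5.08 CPM (SD, n = 5) against 51.2 ± 16.2 (SD, n = 3) in p21Het. Its log2 fold change was -3.17 (SE 0.29, adjusted p 6.27e-05), lower in 5 of 5 libraries, and it stayed called under each of the 23 alternatives run for it, with adjusted p from 1.40e-32 to 0.0166. The p21mTertCD mean was 33.5 CPM and WT had 66.2 CPM. Gm47283 (ENSMUSG00000096768, Y chromosome, 90784738 to 90816464) was higher, with 113.5 ± 44.6 CPM (SD, n = 5) against 34.9 ± 13.6 (SD, n = 3), a log2 fold change of 1.77 (SE 0.28, adjusted p 0.0418). Its adjusted p was over 0.05, up to 0.179, in 10 of 23 alternatives, among them without p21mTert_3, p21mTert_5, p21Het_2, p21Het_3 or either p21mTertCD library. It was also higher in fibroblast-like cells (log2 fold change 2.03, SE 0.28, adjusted p 0.0346), where it lost its call in 9 of 23 alternatives (adjusted p up to 0.613), among them without p21mTert_1, p21mTert_3, p21mTert_5 or any 1 p21Het library. WT had 132.3 CPM of Gm47283 in gCap-like cells, within the p21mTert range. In fibroblast-like cells WT had 60.6 CPM, below all p21mTert libraries (67.4 to 162 CPM) and above all p21Het libraries (19.8 to 31.8 CPM). Relatives of Ifi208 and copies of Gm47283 and Gm10600 in the genome can share reads with them, so these counts are uncertain.

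In AT2-like cells, the 3 genes higher in p21mTert were Cd59a, Camk2b and Wdfy1. Cd59a (ENSMUSG00000032679, chromosome 2, 104095801 to 104115354) had 30.3 ± 3.15 CPM (SD, n = 5) against 8.48 ± 1.99 (SD, n = 3), a log2 fold change of 1.92 (SE 0.17, adjusted p 0.00058). Camk2b (ENSMUSG00000057897, chromosome 11, 5969644 to 6066362) had 18.3 ± 1.56 CPM against 5.15 ± 1.42, a log2 fold change of 1.76 (SE 0.16, adjusted p 0.00058). Wdfy1 (ENSMUSG00000073643, chromosome 1, 79702262 to 79776143) had 78.9 ± 4.65 CPM against 33.7 ± 8.36, a log2 fold change of 1.26 (SE 0.19, adjusted p 0.0396). Rell1 (ENSMUSG00000047881, chromosome 5, 63908897 to 63968897) was lower, with 9.21 ± 1.97 CPM against 27.5 ± 0.24, a log2 fold change of -1.59 (SE 0.15, adjusted p 0.00058). Lrmda (ENSMUSG00000063458, chromosome 14, 22019712 to 23056085) was lower too, with a log2 fold change of -2.62 (SE 0.36, adjusted p 0.0177) in AT2-like cells and -3.19 (SE 0.38, adjusted p 0.0395) in alveolar macrophage-like cells. Gm10600 (ENSMUSG00000083929, chromosome 4, 42240639 to 42242685) had 0 UMIs in the 5 p21mTert libraries and 233 in p21Het. Against a floor of 3 counts per library it was at least 28.7-fold lower (adjusted p 0.0183). Each gene changed in the same direction in 5 of 5 p21mTert libraries. Cd59a, Camk2b and Rell1 lost their call in 1 of 23 alternatives and kept it without any 1 library. In AT2-like cells Lrmda lost its call in 6 alternatives (among them without p21mTert_2, p21mTert_3, p21Het_2 or p21Het_3; adjusted p up to 0.682), Gm10600 in 8 (among them without p21Het_1, p21Het_3 or any of p21mTert_2 to p21mTert_4; up to 0.167) and Wdfy1 in 14 (among them without any 1 of the p21mTert or p21Het libraries; up to 0.373). Lrmda in alveolar macrophage-like cells lost its call in 10 of 22 (among them without any 1 of these libraries but p21mTert_5; up to 0.998). The remaining called gene, Spink5 (log2 fold change -1.08, adjusted p 0.0177), fell outside the naming rule and was chosen after its values were seen.

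**Figure D4:**
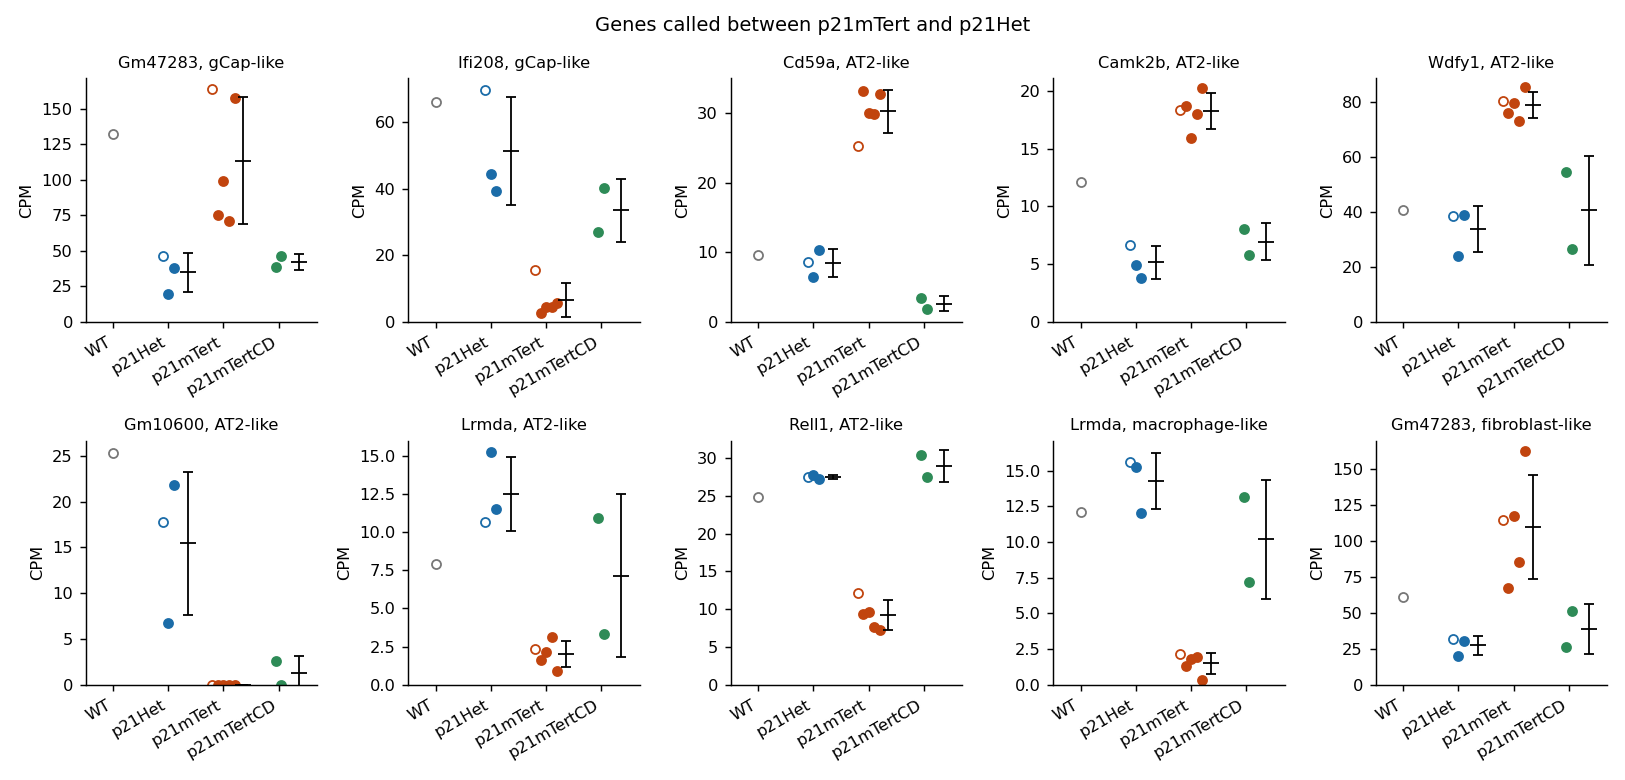
CPM (vertical axes) of each gene named between p21mTert and p21Het, in the class given in its title, for each library by group (horizontal axis); open points are libraries of the first deposit, and bars with error bars give the mean and SD. Ifi208 lies at 2.82 to 15.6 CPM in p21mTert and at 39.5 to 69.7 CPM in p21Het gCap-like cells.

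For p21mTert minus p21mTertCD, which compares the mTert and mTertCD alleles, edgeR called 23 genes in gCap-like cells, all lower in p21mTert. This count was 0 without p21mTertCD_1, 64 without p21mTertCD_2, 46 without p21Het_1, 9 without p21mTert_4, 11 without p21mTert_2, 13 without p21mTert_3 and 15 without p21mTert_5. Besides Ifi208 (log2 fold change -2.68, SE 0.36, adjusted p 0.0064), the largest changes were in Gbp5 and Rsad2. Gbp5 (ENSMUSG00000105504, chromosome 3, 142493978 to 142522344) had 17.9 ± 7.80 CPM (SD, n = 5) against 92.7 ± 84.1 (SD, n = 2), a log2 fold change of -2.34 (SE 0.46, adjusted p 0.0469). It lost its call in 11 of 23 alternatives (adjusted p up to 1.00), among them without p21mTertCD_1, p21Het_3 or any 1 p21mTert library. Rsad2 (ENSMUSG00000020641, chromosome 12, 26442746 to 26456452) had 8.77 ± 1.21 CPM against 36.5 ± 8.13, a log2 fold change of -2.10 (SE 0.32, adjusted p 0.0093). Ifi208 and Rsad2 lost their call without p21mTertCD_1, and Ifi208 also without p21mTertCD_2 (adjusted p over all alternatives up to 0.184 and 0.471). All values of these genes in p21mTert libraries lay below both p21mTertCD libraries.

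For p21mTertCD minus p21Het, edgeR called 12 genes in gCap-like cells, all higher in p21mTertCD. The count was 0 without p21mTertCD_1 or p21Het_3, 57 without p21mTertCD_2, and 5 without any of p21mTert_2, p21mTert_3, p21mTert_5 or p21Het_1. The later deposit alone gave 1. The largest changes were in Tgtp2 (ENSMUSG00000078921, chromosome 11, 49057194 to 49064206), Igtp (ENSMUSG00000078853, chromosome 11, 58199556 to 58207591) and Rsad2. Tgtp2 had a log2 fold change of 2.64 (SE 0.38, adjusted p 0.0137), Igtp 2.25 (SE 0.33, adjusted p 0.0137) and Rsad2 2.07 (SE 0.36, adjusted p 0.0368). Of 23 alternatives, Tgtp2 lost its call in 4, Igtp in 6 and Rsad2 in 13. With only the groups compared, all 3 genes lost it. In the later deposit alone Igtp and Rsad2 did, and with a term for the deposit Rsad2 did. All 3 were higher in both p21mTertCD libraries than in any p21Het library, and each lost its call without p21mTertCD_1 and without p21Het_3, Rsad2 also without p21Het_1, p21mTert_2, p21mTert_3 or p21mTert_5 (adjusted p over all alternatives up to 0.443, 0.592 and 0.891).

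**Figure D5:**
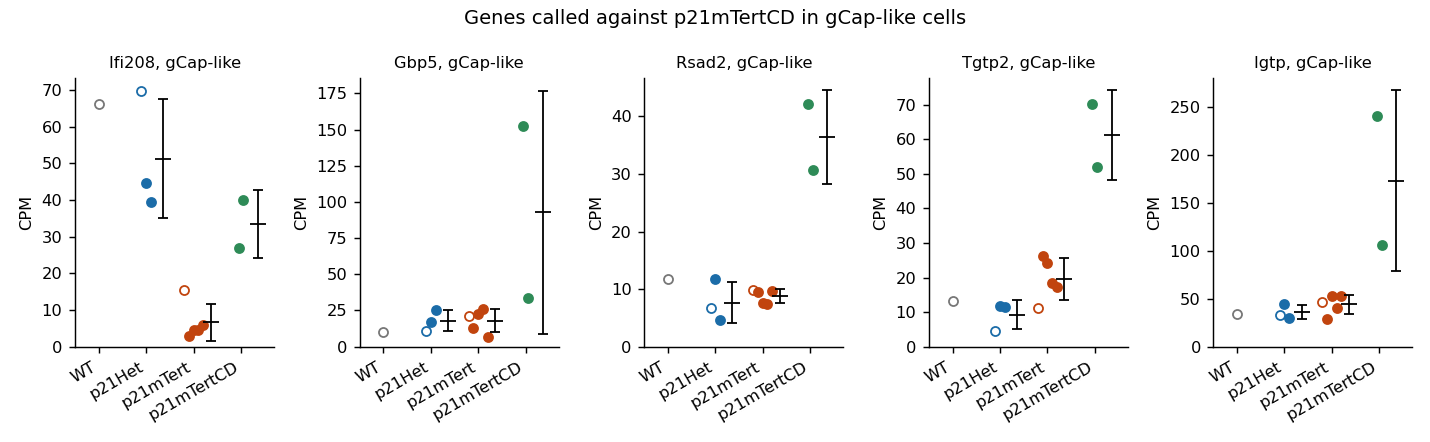
CPM (vertical axes) of genes named against p21mTertCD in gCap-like cells, for each library by group (horizontal axis); open points are libraries of the first deposit, and bars with error bars give the mean and SD. Rsad2 lies at 30.7 and 42.2 CPM in p21mTertCD and at 7.40 to 9.91 CPM in p21mTert.

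In aCap-like cells, edgeR called Ccl5 alone (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518), with a log2 fold change of -6.60 (SE 0.54, adjusted p 1.10e-06) for p21mTert minus p21mTertCD and 7.25 (SE 0.82, adjusted p 0.000238) for p21mTertCD minus p21Het. In each p21mTertCD library, at least 92.5% of the Ccl5 UMIs of aCap-like cells lay in 1 barcode that also held leukocyte genes, and 0 genes were called in either contrast without such barcodes. Without p21mTertCD_2 the counts were 52 and 16. For p21mTert minus p21mTertCD the count was also 9 without p21Het_1, 6 without p21Het_2, 4 without p21mTert_1, and 2 without p21mTert_5 or p21mTertCD_1. For p21mTertCD minus p21Het it was 6 without p21Het_1, again with p21Het_2 as the only p21Het library.

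In AT2-like cells, edgeR called 2 genes for p21mTert minus p21mTertCD, Cd59a (log2 fold change 3.49, SE 0.27, adjusted p 0.00016) and Rell1 (log2 fold change -1.68, SE 0.18, adjusted p 0.0023). The count was 9 without p21mTertCD_2, 5 without p21mTertCD_1, and 4 without p21Het_1 or p21mTert_1. In the remaining contrasts with p21mTertCD, edgeR called 0 genes. For p21mTert minus p21mTertCD, alveolar macrophage-like cells had 508 genes at an unadjusted p under 0.05 and 2 called by DESeq2, and fibroblast-like cells had 411 and 3. Without p21mTertCD_2, edgeR called 3 and 11. For p21mTertCD minus p21Het, DESeq2 also called 0 in all 3 classes, and the genes at an unadjusted p under 0.05 numbered 432 in AT2-like, 168 in alveolar macrophage-like and 311 in fibroblast-like cells. Without p21mTertCD_2, edgeR called 3 genes in AT2-like and 2 in fibroblast-like cells for this contrast, and without p21mTertCD_1 it called 1 in fibroblast-like cells.

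The fourth comparison asked whether lists of genes moved together. Of the 18 camera tests, 2 passed after adjustment, both for senescence-associated factors in p21mTert minus p21mTertCD, and neither passed under fry or with an estimated correlation. The senescence-associated factors in aCap-like cells, p21mTert minus p21mTertCD, were lower (12 of 33 genes tested, median log2 fold change -0.19, mean -1.31, limma camera, adjusted p 0.000197). Its adjusted p was 0.0596 without p21mTert_1 and 0.96 without the barcodes with leukocyte genes, and over all alternatives it ran from 9.06e-10 to 0.96. Adjusted over the list alone, 3 of its genes were called (Ccl5, Il1b and Cxcl2, named after their values were seen), and 1 over all genes. The senescence-associated factors in AT2-like cells, p21mTert minus p21mTertCD, were lower (22 genes, median -0.38, mean -0.60, limma camera, adjusted p 0.029), with adjusted p from 0.0042 to 0.954 over the alternatives. It did not pass without p21mTertCD_1 (0.845), p21Het_1 (0.177), p21Het_2 (0.0558) or any of p21mTert_2 to p21mTert_5 (0.0788 to 0.167). Nor did it pass without the barcodes with leukocyte genes. Adjusted over the list alone 1 of its genes was called, and 0 over all genes. That gene was Ccl5, named after its values were seen, with 390 UMIs in p21mTertCD_1 and 33 in p21mTertCD_2 AT2-like cells.

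The other 16 camera tests did not pass, with adjusted p from 0.165 to 0.807, and the lists' median changes lay between -0.24 and 0.18. For p53 targets the adjusted p ran from 0.319 to 0.807, and for proliferation from 0.319 to 0.8. In gCap-like cells the median, the mean and the test differed in sign for proliferation in both contrasts (medians 0.04 and 0.13, means -0.11 and -0.02, tests upward) and for senescence-associated factors in p21mTert minus p21Het (median 0.02, mean -0.05, test upward). Adjusted over the list alone, 1 proliferation gene was called in aCap-like cells and 1 senescence-associated gene in AT2-like cells for p21mTert minus p21Het, and 0 over all genes. Of the endothelial list, 22 genes were tested in gCap-like and 16 in aCap-like cells. Adjusted over the list alone, edgeR called 0 in each of the 6 tests, where 0 to 4 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.133, for Vcam1 in gCap-like cells in p21mTertCD minus p21Het.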

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

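All tests in this part were chosen after the result was seen, except the share of the leading Trbv gene in the CD4 cluster, which was written down before that share was computed. Intervals in this part cover counting error only. Clusters outside the focus classes were flagged only where a p21mTert or p21mTertCD library held most of the cells. Clusters held mainly by a WT or p21Het library could not be flagged. An unnamed cluster of 196 cells, with Fcgr4, Itgad and Fcrl5 among its top genes, was such a case, with 91.33% from p21Het_2. It made up 2.265% of p21Het_2 and at most 0.1931% of any other library. For a library far from its group, only the 5 p21mTert libraries were examined, over 30 measures. Of these 30, 2 had such a library, and chance gives 1.5. WT, p21Het and p21mTertCD hold too few libraries for this and were not examined, so none of their libraries could be flagged.

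In gCap-like cells, Ifi208 was at 15.57 CPM in p21mTert_1, while the other 4 p21mTert libraries lay between 2.82 and 5.76 CPM. The value rests on 11 UMIs (exact 95% interval 7.77 to 27.9 CPM), against 30 UMIs or 4.25 CPM in the other 4 libraries together. Counting error alone gives such a gap with an exact binomial p of 0.000841, which argues against it as the whole cause. p21mTert_1 is of the first deposit and, at the 20 months of its age label, the oldest animal of its group, so deposit and age cannot be told apart for it. p21Het_1, of the same deposit, had 1.66 times the mean of the other p21Het libraries, but 1 library of each group cannot decide this. Ifi208 has close relatives in the genome, and reads shared between them were not examined.

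In aCap-like cells, Cdkn1a was at 639.5 CPM in p21mTert_1 and at 909.7 to 969.7 CPM in the other 4 p21mTert libraries. With 118 UMIs in p21mTert_1 (exact 95% interval 529 to 766 CPM) against 2140 UMIs or 939.6 CPM in the others, the exact binomial p is 2.18e-05, and counting error alone is argued against. p21Het_1, of the same deposit, had 0.662 times the value of p21Het_2, the only other p21Het library with at least 20 aCap-like cells, and 0.784 times the mean when p21Het_3 with 12 cells is counted. WT_1, also of that deposit, had 1412 CPM, the opposite direction. The deposit and the age of the animal cannot be told apart here either, and no biological explanation was tested.

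A cluster with Cd4, Tnfrsf4 and Pdcd1 among its top genes made up 9.089% of the kept cells of p21mTertCD_1 (565 of its 594 cells), and 0% to 0.114% of every other library, the controls included. It entered the share comparisons only as part of all kept cells, where it lowers the share of every other class in that library, the comparison of Tert with Cdkn1a over classes as part of the T, NK or ILC-like cells, and the sums of Cdkn1a and Tert over all cells, with 12 of the 140 Tert UMIs and 335 of the 9381 Cdkn1a UMIs of p21mTertCD_1. Without the cluster, Tert in all cells, p21mTert minus p21mTertCD, was 0.12 (exact permutation p = 0.524) and Tert in all cells, p21mTertCD minus p21Het, 0.92 (exact permutation p = 0.1). Doublets are argued against: the median cell of the cluster had 0.968 times the UMIs of the library's other cells, and its median doublet score was 0.0261 against 0.0333. Of its 157 UMIs of T cell receptor Trbv genes, 63.1% (99 UMIs) were of Trbv16, while no Trbv gene had more than 27.2% in the other T, NK or ILC-like cells of any library. No Trbv gene had been used in the clustering. This is consistent with the expansion of 1 T cell clone in that animal, which the 3′ counts can show by the V gene alone and not by receptor sequence. A mislabelled sample would not make 1 V gene dominate. p21mTertCD_2 showed no such cluster, and whether the genotype plays a part was not tested. Another T cell cluster, with Gzmm, Cd8b1 and Cd8a among its top genes, made up 11.99% of p21mTertCD_2. It made up 0.8205% to 4.83% of the other libraries. T, NK or ILC-like cells in all made up 36.5% of p21mTertCD_1 and 27.61% of p21mTertCD_2, against 15.96% to 25.42% of the other libraries. An excess of T cells is thus not confined to p21mTertCD_1, and these shares were not tested.

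A cluster with Gzmb, Gzma, Cd8a and Cd8b1 among its top genes made up 3.499% of p21mTert_2 (247 of 451 cells), 0.0383% to 1.53% of the other libraries, and at most 0.409% of the controls. The median cell had 0.814 times the UMIs of the library's other cells and a median doublet score of 0.0198 against 0.0337, which argues against doublets. In p21mTert_2, 69.1% of its Trbv UMIs (38 of 55) were of Trbv16. This too is consistent with 1 expanded clone in 1 animal, found and tested on the same data. Trbv16 made up 5.52% of the Trbv UMIs of the T, NK or ILC-like cells outside these 2 clusters and led in none of the 11 libraries there. Separate clones in 2 animals need not share a V gene, so a source common to both clusters stays open beside separate clones and was not tested. No biological explanation that involves the genotype was tested.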

How the results depend on the processing

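All alternatives were fixed beforehand, except 4 chosen after seeing the data: without cells that held leukocyte genes, an unnamed cluster counted as gCap-like, and, for Cdkn1a and Tert in all cells, permutation within deposits and a CD4 T cell cluster left out. The cause of each change was not tested unless given. Of 270 alternative values of the 18 share differences, 253 kept their direction and side of 0.05. Of 94 for Cdkn1a and Tert in all cells 85 did, of 310 for Cdkn1a within classes 291, and of 652 for the named genes 535, with 104 no longer called, 3 newly called and 10 reversed. Of 337 counts of called genes, 205 stayed within 1.5 times. Among the shares and Cdkn1a and Tert in all cells, many alternatives could not fall under 0.05 by design. These were all for p21mTertCD minus p21Het, and those of the later deposit alone and of the replicate block. Their side of 0.05 was fixed and is no evidence of robustness. Leaving out 1 p21mTertCD library leaves a lone one, which the edgeR fit assumes to vary like the other groups and which gives permutation tests a smallest p of 0.167 or 0.25. The p21Het group of the aCap-like fits, which holds p21Het_1 and p21Het_2 only, is likewise down to a lone library without either of them and in the later deposit alone, so the aCap-like values of these settings rest on 1 p21Het library. A term for sex was not run, since no library differs in sex.

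Among the shares, counting among non-immune cells reversed 3 differences: the gCap-like share of cells, p21mTert minus p21Het, to -0.821; the AT2-like share of cells, p21mTert minus p21Het, to -2.26; and the gCap-like share of endothelial cells, p21mTert minus p21mTertCD, to 2.65 (here the denominator itself changes). The aCap-like share of cells, p21mTert minus p21mTertCD, passed 0.05 with doublets kept (1.07) and as a logit (0.812). In the later deposit alone the fibroblast-like share of cells, p21mTert minus p21mTertCD, was 0.0259. With 1 library left out, the AT2-like share for p21mTert minus p21Het ran from -1.29 to 1.63. The alveolar macrophage-like share of cells, p21mTert minus p21Het, ran from -2.96 to -0.781, and the alveolar macrophage-like share of cells, p21mTertCD minus p21Het, from -1.65 (without p21mTertCD_1) to 4.20. The fibroblast-like share ran from -1.43 to 0.852 for p21mTert minus p21mTertCD, and the fibroblast-like share of cells, p21mTertCD minus p21Het, from -0.141 to 2.14. The gCap-like share of endothelial cells, p21mTert minus p21Het, ran from -5.78 to -2.35, from -4.18 to 0.621 for p21mTert minus p21mTertCD, and the gCap-like share of endothelial cells, p21mTertCD minus p21Het, from -4.30 to 0.502.

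In all cells, Cdkn1a in all cells, p21mTert minus p21mTertCD, became 0.19 with an equal weight for each class and 0.0117 in the later deposit, and ran from -0.35 to 0.29 with 1 library left out. Cdkn1a in all cells, p21mTertCD minus p21Het, ran from -0.53 to 0.11, and Tert in all cells, p21mTert minus p21mTertCD, from -0.0414 to 0.27. Tert in all cells, p21mTert minus p21Het, was 1.12 in the later deposit (exact permutation p = 0.0667, the smallest 4 against 2 libraries can give).

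Cdkn1a within classes was called in no alternative. With doublets kept, Cdkn1a within AT2-like cells, p21mTert minus p21Het, was -0.0774, in the later deposit -0.19, with a deposit term -0.0221, and with 1 library left out from -0.26 to 0.34. Cdkn1a within aCap-like cells, p21mTert minus p21mTertCD, was 0.0364 in the later deposit, 0.0345 with a deposit term, and from -0.26 to 0.11 with 1 library left out. With 1 library left out, Cdkn1a within gCap-like cells, p21mTert minus p21Het, ran from -0.59 to 0.14, Cdkn1a within aCap-like cells, p21mTert minus p21Het, from -0.60 to 0.27, Cdkn1a within aCap-like cells, p21mTertCD minus p21Het, from -0.53 to 0.33, Cdkn1a within AT2-like cells, p21mTertCD minus p21Het, from -0.57 to 0.0283, Cdkn1a within alveolar macrophage-like cells, p21mTert minus p21mTertCD, from -0.22 to 0.0843, and Cdkn1a within fibroblast-like cells, p21mTert minus p21Het, from -0.49 to 0.45. Of 30 shares of cells with a Cdkn1a UMI at other depths, 29 moved by more than 1 SD, since depth sets detection.

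The 3 new calls were of Tert: Tert in gCap-like cells, p21mTert minus p21Het, was called with no filter on low counts (adjusted p 2.69e-08) and without p21mTert_1 (adjusted p 0.0479), and Tert in gCap-like cells, p21mTertCD minus p21Het, with no filter on low counts (adjusted p 0.000307). Tert in alveolar macrophage-like cells, p21mTert minus p21mTertCD, was 0.12 with a deposit term, 0.0704 in the later deposit and from -0.60 to 0.072 with 1 library left out. Tert in AT2-like cells, p21mTert minus p21mTertCD, was -0.0119 with doublets kept and from -0.21 to 0.72 with 1 library left out, and Tert in gCap-like cells, p21mTert minus p21mTertCD, ran from -0.0819 to 0.67.

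Counts of called genes are given in the order p21mTert minus p21Het, p21mTert minus p21mTertCD, p21mTertCD minus p21Het, where 3 are given. DESeq2's Wald test called 4, 44 and 31 in gCap-like cells, 6 in aCap-like cells for p21mTert minus p21mTertCD, 11 and 13 in AT2-like, 7 and 2 in alveolar macrophage-like and 2 and 3 in fibroblast-like cells for the first 2 contrasts. With no filter on low counts, edgeR called 79, 125 and 91 in gCap-like, 33, 52 and 27 in aCap-like, 19, 23 and 4 in AT2-like, 7 and 3 in alveolar macrophage-like, and 162, 107 and 55 in fibroblast-like cells; more genes are tested. With only the groups compared it called 1, 47 and 0 in gCap-like cells, 4 in AT2-like cells for p21mTert minus p21mTertCD, and 2 in alveolar macrophage-like and 2 in fibroblast-like cells for p21mTert minus p21Het. With a deposit term it called 5, 41 and 7 in gCap-like cells, 4 and 4 in aCap-like cells for the first 2 contrasts, 0, 1 and 1 in alveolar macrophage-like cells, and 2 in fibroblast-like cells for p21mTert minus p21Het. The later deposit alone gave 8 and 1 in gCap-like cells against p21Het, 18, 9 and 5 in aCap-like, 3 and 5 in AT2-like, and 0 and 1 in alveolar macrophage-like cells. With doublets kept it called 1, 15 and 4 in gCap-like, 1, 0 and 0 in aCap-like, 12 in AT2-like cells for p21mTert minus p21mTertCD, and 0 and 2 in fibroblast-like cells. Without sex-linked genes, p21mTert minus p21Het gave 1 in gCap-like and 0 in fibroblast-like cells, since Gm47283 is on the Y chromosome. The looser cell filter gave 1 in gCap-like cells for p21mTert minus p21Het. Without cells that held leukocyte genes, p21mTertCD minus p21Het gave 19 in gCap-like cells, and aCap-like cells gave 0 and 0 against p21mTertCD. Of the 23 genes lower in p21mTert than in p21mTertCD gCap-like cells, 23 stayed called with a deposit term, no filter, only the groups compared or the looser filter, and 20 without p21mTertCD_2.

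With 1 library left out, counts ran from 1 to 8, 0 to 64 and 0 to 57 in gCap-like cells, 0 to 20, 1 to 52 and 1 to 16 in aCap-like, 3 to 9, 2 to 9 and 0 to 3 in AT2-like, 0 to 3 and 0 to 3 in alveolar macrophage-like (first 2 contrasts), and 0 to 2, 0 to 11 and 0 to 2 in fibroblast-like cells. The higher ends against p21mTertCD came without p21mTertCD_2, and the 0 calls in gCap-like cells without p21mTertCD_1 or p21Het_3.

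For the lists, fry and an estimated correlation called 0 of 18. Where 3 adjusted p are given together, the order is fry, estimated correlation, and without cells that held leukocyte genes. The senescence-associated factors in aCap-like cells, p21mTert minus p21mTertCD, had adjusted p 0.237 under fry, 0.0864 with an estimated correlation, 0.96 without cells that held leukocyte genes (0 lists called), and 9.06e-10 to 0.0596 with 1 library left out. The senescence-associated factors in AT2-like cells, p21mTert minus p21mTertCD, had 0.745, 0.78 and 0.612, and 0.0042 to 0.845 with 1 library left out. Lists called ran from 1 to 3 with 1 library left out, with 3 without p21Het_3.

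The replicate numbers do not pair the libraries: over genes, the deviations of same-numbered libraries from their group means correlated at -0.68 to 0.42, with both signs, and above 0 in all 5 classes only for replicate 1 of p21mTert and p21Het, which share the first deposit. With the number as a replicate block, edgeR called 0 genes in gCap-like cells against p21mTertCD in both contrasts, 0 and 0 in AT2-like cells, and 0 for p21mTert minus p21Het in alveolar macrophage-like and fibroblast-like cells. It also gave the AT2-like share of cells, p21mTert minus p21Het, as -0.0552; Tert in all cells, p21mTert minus p21Het, as 1.13 (p = 0.25, the smallest an exact sign-flip test of 3 pairs can give); Cdkn1a within gCap-like cells, p21mTert minus p21Het, as 0.0781; Cdkn1a within fibroblast-like cells, p21mTert minus p21Het, as 0.15; Tert in alveolar macrophage-like cells, p21mTert minus p21mTertCD, as 0.0762; 1 list called; and an adjusted p of 0.954 for the senescence-associated factors in AT2-like cells, p21mTert minus p21mTertCD. These are not read as weaker effects.

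On simulated counts with 200 genes changed by 1 on the log2 scale, the test found, in the order of contrasts above, 89%, 75.5% and 63% of them in gCap-like, 47%, 33% and 17% in aCap-like, 96.5%, 92.5% and 87% in AT2-like, 86.5%, 70.5% and 62% in alveolar macrophage-like and 69%, 54% and 26.5% in fibroblast-like cells, with 1 to 15 false calls. In aCap-like cells most such changes would be missed in every contrast. In AT2-like cells few would be when 200 genes change at once. Where fewer genes change, the adjustment over all genes is stricter than in this simulation. It therefore cannot exclude a lack of power as a reason for the few calls there.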

Other observations

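The tests of inherited variants and of Tert over cell classes (correlation and even spread) were written down before their results were seen, and the other tests of this part were chosen after. The class set of the Tert tests was changed after a first run, as given below.

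Whether other splits of the libraries give as many genes was counted over all 56 splits of the 8 p21mTert and p21Het libraries into 5 and 3, or 21 splits into 5 and 2 in aCap-like cells, where p21Het_3 was left out. As many genes as the actual groups were called in 1 of 56 splits in AT2-like cells, the actual one, which argues against chance there. It is the smallest share this design can give and was not adjusted for the 5 classes counted. In gCap-like cells 5 of 56, in alveolar macrophage-like cells 3 of 56 and in fibroblast-like cells 7 of 56 splits gave as many. Chance cannot be excluded for these counts, nor judged apart from the deposit. Splits with p21Het_1 and p21mTert_1 on the same side also hold the difference between deposits, and splits kept within deposits were not counted. In aCap-like cells, with 0 genes called, 21 of 21 gave as many. The largest count in gCap-like cells was 20, for p21Het_1, p21mTert_1 and p21mTert_4 against the rest, in aCap-like cells 12, for p21Het_1 and p21mTert_1, and in alveolar macrophage-like cells 479, for p21Het_1, p21mTert_1 and p21Het_2. All 3 put the libraries of the first deposit together. In the last of them, p21Het_2 is of the later deposit. Its group also shares a cluster of alveolar macrophage-like cells with Gpnmb, Spp1 and Ctsk among its top genes. This cluster made up 2.14% of p21Het_1, 1.63% of p21mTert_1 and 6.14% of p21Het_2, against 0.0283% to 0.833% of the 5 libraries opposite. The deposit and this cluster were not told apart there. Within the later deposit alone, p21mTert minus p21Het gave 8 genes in gCap-like, 3 in AT2-like, 0 in alveolar macrophage-like and 1 in fibroblast-like cells.

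The 9 genes called between p21mTert and p21Het (11 pairs of gene and class) were nearly all shifted in other classes too. Of 81 pairs outside the calling class, 77 (95.1%) went in the same direction, and 44 had libraries that did not overlap. Chance gives that, in a given direction, for 1 of 56 orderings of 5 and 3 libraries, and for more where fewer libraries hold the class. This is consistent with inherited variants that differ between the mouse lines, which would act in every class. The pairs are uneven over genes, with 19 of Wdfy1, 19 of Rell1 and 17 of Gm47283. Cd59a went the other way in arterial and venous endothelial-like cells, and Rell1 in smooth muscle-like cells. Spink5 did so in club-like cells, its only other class. Classes share libraries, so these pairs are not independent, and free RNA from other cells can carry a shift between classes. Linkage to the edited locus is argued against, since 0 of the 9 genes lie on the chromosome of Cdkn1a. The deposit as the whole cause is argued against, since 8 of 11 pairs were still called with a term for it. A first version of that test, whether p21mTert_1 and p21Het_1 of the first deposit differ in the same direction, held in 11 of 11 pairs and was replaced after it was seen. The inserted Tert sequence, active or not, is argued against as the cause by p21mTertCD, whose mean lies nearer to p21Het in 10 of 11 pairs on the scale of log2(CPM + 1) and in 9 of 11 as CPM. The WT value lies nearer to p21Het in 7 and in 8 of 11. An effect of mTert that mTertCD lacks remains open beside inherited variants, and the labels give no strain background to tell them apart. Reads shared with relatives of Ifi208 or with copies of Gm47283 and Gm10600 were not examined, so the counts of these genes are uncertain.

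For the 23 genes lower in p21mTert than in p21mTertCD gCap-like cells, leukocyte RNA in single barcodes is argued against, since 23 of 23 were still called without such barcodes. Whether p21mTertCD_1 alone is the cause remains open. Of the 64 genes called lower when p21mTertCD_2 was left out, 48 (75%) had p21mTertCD_2 above all 3 p21Het libraries, and each p21Het library lay above the other 3 of these 4 libraries for 3 to 8 of them. The genes can move together, and 1 library against 3 gives no p under 0.25. A first version compared p21mTertCD_2 with the p21mTert libraries by which the genes had been selected, and was dropped after its result was seen. p21mTertCD_1 also holds the CD4 cluster. A cluster with Gzmk, Eomes and Cd8a among its top genes made up 17.9% of its kept cells, against 1.14% to 4.27% of the other libraries. B cell-like cells made up 1.08%, against 9.20% to 36.9%. The effect of such immune differences on the other cells of that animal was not separated from an effect of the genotype. By contrast, the Ccl5 of aCap-like cells lay in single barcodes. In p21mTertCD_2, 92.5% of the UMIs (86 of 93) were in 1 barcode, which also held 28 UMIs of leukocyte genes. In p21mTertCD_1, 96.2% (332 of 345) were in 1 barcode, which held 38 such UMIs. Without such barcodes, the senescence-associated factors in aCap-like cells, p21mTert minus p21mTertCD, had an adjusted p of 0.96 (range over all alternatives 9.06e-10 to 0.96). These values are consistent with leukocyte RNA in capillary barcodes as the source of both results.

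Over 16 classes with at least 20 cells in the p21mTert libraries and in at least 2 libraries of each other group, Tert followed Cdkn1a in p21mTert with a Spearman rho of 0.85 (permutation p = 5e-05) and a Pearson r of 0.923 (permutation p = 1e-05, the smallest the permutations can give), or 0.867 without the 2 farthest classes. In p21mTertCD rho was 0.868 (permutation p = 4e-05) and r 0.942, or 0.76 without the 2 farthest classes, and in p21Het rho was 0.0971 (permutation p = 0.72) and r 0.409 (permutation p = 0.109). The first run used 18 classes with at least 20 cells in the p21mTert libraries and gave rho 0.893, r 0.932 and, for the test of even spread below, 22.3. Classes share libraries and are not independent, so the p values are not exact. The Tert UMIs of p21mTert libraries (515) were not spread evenly over the total UMIs of the classes, with a chi-square per degree of freedom of 24.2. Median UMIs per p21mTert cell differed between classes, with 3661 in gCap-like and 19636 in AT2-like cells. Free RNA spread evenly over barcodes would therefore also depart from this, and the test cannot exclude it. The lowest p21mTert library had 2.65 times as many Tert UMIs per 100 Cdkn1a UMIs as the highest p21Het library, which argues against a Tert level that follows Cdkn1a without the inserted gene. These values are consistent with transcription of the inserted Tert in the classes that transcribe Cdkn1a.

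The WT library of the first deposit had 0 Tert UMIs in gCap-like cells and in alveolar macrophage-like cells. In AT2-like cells it had 13, or 2.86 CPM (exact 95% interval 1.53 to 4.90), against 2.45 ± 0.706 (SD, n = 5) in p21mTert and 1.20 ± 0.374 (SD, n = 3) in p21Het. All p21mTert libraries lay above all p21Het libraries there, and 1 WT library cannot decide how much of the AT2-like Tert comes from the inserted gene. WT Cdkn1a stood at 311.6 CPM in gCap-like and 1412 CPM in aCap-like cells. Of 4 Y-linked genes examined, none differed between p21mTert and p21Het (2-sided exact permutation p from 0.107, for Eif2s3y, to 1, for Kdm5d). For p21mTert minus p21mTertCD the exact permutation p was 0.571 for Ddx3y, 0.476 for Eif2s3y, 0.381 for Kdm5d and 0.0476 for Uty, the last the smallest possible, with Uty at 18.6 ± 0.929 CPM (SD, n = 5) against 16.6 ± 0.0748 (SD, n = 2), unadjusted.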
